A study of Mus musculus with 16 samples. Its data were reported in "Granulocyte Macrophage-Colony Stimulating Factor Produces a Splenic Subset of Monocyte-Derived Dendritic Cells That Efficiently Polarize T Helper Type 2 Cells in Response to Blood-Borne Antigen" (2022).

How the data were processed

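RNA sequencing was done on sorted mouse spleen cells, 16 libraries in 8 groups of 2. All mice were C57BL/6, and treated mice received granulocyte-macrophage colony-stimulating factor (GM-CSF), a cytokine that acts on myeloid cells, once daily for 3 days. Within the CD11c-high MHC class II-positive dendritic cell (DC) gate, conventional DCs of type 1 (cDC1s) were sorted as XCR1-positive 33D1-negative cells and those of type 2 (cDC2s) as XCR1-negative 33D1-positive cells, from control and from treated mice. The double-negative cells of that gate, called DC-Xs, were sorted from treated mice. From treated mice, 3 populations of CD11b-positive CD115-high cells were also sorted: P-I (Ly6C-positive), P-III (Ly6C-negative, MHC class II-positive, CD301b-negative) and P-IV (Ly6C-negative, MHC class II-positive, CD301b-positive, the cells the study calls GM-CSF-induced DCs). A further population of that gate, P-II, was not analysed here. The study describes DC-Xs as mostly P-IV cells with a smaller part of P-III, so they overlap with these populations. Groups and replicate numbers were taken from the sample labels. The study gives 2 mice per population, so replicates are separate animals. With 2 per group the p-values measure only the spread between these samples. In the main fit that spread is pooled over all 8 groups, not taken from the 2 groups compared.

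The authors made libraries from small amounts of RNA with a SMARTer kit, sequenced them on a NovaSeq instrument, converted the reads with bcl2fastq 1.8.4, aligned them to the mouse genome build mm10 with HISAT2 2.1.0 and assembled and quantified transcripts with StringTie 1.3.4d. The deposited values are FPKM (mapped fragments scaled to transcript length and to library size) by the authors, in 1 table of 24532 genes by 16 libraries, with no counts. This scaling does not remove a loss of short or of long transcripts that differs between libraries. Low FPKM values that were whole multiples of what 1 fragment is worth gave a depth of about 24770000 to 46980000 fragments for 11 libraries. The other 5 libraries, both control cDC2 libraries and replicate 1 of control cDC1s, GM-CSF cDC1s and GM-CSF cDC2s, had no clear steps, and their depth is unknown. No pair of libraries held the same values. Among 737 genes with a median FPKM of at least 100, 0 were listed at 0 in any library. Transcript lengths came from GENCODE mouse release M21 (build GRCm38, the same assembly as mm10) and were found for 11204 of the genes tested (98.8%). Gene coordinates came from a RefSeq list of genes, matched by Entrez gene number, and were found for 24458 genes.

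Values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trend of the variance on mean expression (limma-trend), all 16 libraries in 1 fit, a mean per group and 8 residual degrees of freedom. Fold changes are on that scale, which understates the change of genes with low FPKM. Genes with an FPKM of at least 1 in 2 or more libraries were tested, 11335 in all. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change at least 1 in size, which is the 2-fold rule of the study. In the text, higher, lower, rose and fell with a count refer to called genes, errors beside FPKM values are SD over n = 2 libraries, and adjusted p without another name is from limma. A total of 14 comparisons was made: GM-CSF against control in cDC1s and in cDC2s, the difference of these effects, cDC1s against cDC2s in control and in treated mice, DC-Xs against GM-CSF cDC1s, cDC2s, P-III and P-IV, P-III against P-I, and P-IV against P-I, P-III, GM-CSF cDC1s and GM-CSF cDC2s. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for summaries and plots.

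A total of 31 gene lists was fixed before the data were examined, as were the tests, thresholds, first set of alternatives and the rule for named genes. These were genes of cDC1s, of cDC2s, of all cDCs (pan-cDC), of classical and of non-classical monocytes, 3 lists named by the study (monocyte-derived DC genes, DC transcription factor genes and P-IV genes), MHC class II presentation, MHC class I presentation, costimulation and coinhibition, endocytic receptors, type 2 response, GM-CSF receptor and STAT5 pathway, interferon-stimulated, cell cycle, inflammatory mediator, cholesterol synthesis, glycolysis, lysosome and early stress genes, and 10 lists of markers of other cells (red pulp macrophages, B cells, T cells, NK cells, neutrophils, plasmacytoid DCs (pDCs), erythroid cells, platelets, plasma cells, and basophils with mast cells and eosinophils). Lists were tested with camera of limma against all other genes, with a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. Each list was also tested with a correlation estimated from the data, with limma's fry, and with its members' p-values adjusted over the list alone. Platelet markers had too few genes tested, so 30 lists were tested. The lists named by the study were chosen by the authors partly on these libraries, so their counts are not independent evidence of their direction. Genes that encode the antigens of the sort gates were used as a check of labels, not as findings.

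Named genes were chosen by a fixed rule. It takes the genes of the sort gates, up to 4 called members of each list with the largest fold changes, and the 8 largest and 8 smallest called fold changes among genes whose groups do not overlap and whose higher group has a mean FPKM of at least 10 (leaving out gate genes, predicted genes, pseudogenes, small RNAs and antigen receptor segments). It also takes up to 20 genes of P-IV under the 2-fold rule by mean FPKM, 6 genes each way for the difference of the GM-CSF effects, and the genes the study names.

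The alternatives fixed at that time were a pseudocount of 0.1, no filter on low values, a filter at an FPKM of at least 10, quantile normalization, median-of-ratios scaling, a fit to the libraries of the compared groups only, library weights by group (arrayWeights of limma), the replicate number as a block, no fold threshold, and leaving out each library in turn. Added after seeing the data were a correction of each library for its trend with transcript length, fits to the 10 DC-gate libraries (with and without the block) or the 6 CD115-high libraries, and lists without the gate genes. The fits were tested on simulated data with 200 genes changed per comparison in each of 5 runs of 11335 genes. Changed genes were taken only from those with a mean FPKM of at least 10. Changes by a log2 of 1, the threshold of a call, were not simulated, so recovery of these and of genes with lower FPKM is unknown. For GM-CSF against control cDC1s, 96.8% of genes changed by a log2 of 2 and 100% of those changed by a log2 of 3 were recovered, with 108 to 131 unchanged genes called. For GM-CSF against control cDC2s these were 98.4% and 100%, with 33 to 48 unchanged genes called, and for P-IV against P-III 100% and 100%, with 0 called. In simulated data with no change the highest number of calls was 15 for GM-CSF against control cDC1s, 25 for control cDC1s against cDC2s and 1 for GM-CSF cDC1s against cDC2s. There up to 14.2% of genes had an unadjusted p under 0.05 for GM-CSF in cDC1s, 10.1% in cDC2s and 12.4% for their difference. For P-IV against P-III it was 0.00882%. The simulated p-values were therefore too small for these cDC comparisons and too large for P-IV against P-III. Simulated noise was drawn independently for each gene and library, with a spread set by group and expression level. It held no trend with transcript length and no variation shared between genes or libraries, so false calls in the real data may be more. With library weights 88% and 100% of changed genes were recovered in cDC1s, with 7 to 10 unchanged genes called. In cDC2s these were 97.2% and 100%, with 8 to 19 called.

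Genes whose values switch between 0 and a clear level from library to library, and genes with close paralogs whose reads could be divided between copies, are uncertain. No gene is reported from single-cell data, flow cytometry or knockout mice of the study, which were not used here. The result of 1 particular gene among those selected by the rule for named genes is not reported here.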

Results

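The data are mRNA profiles of 16 libraries from sorted mouse spleen cells. Control mice gave cDC1s and cDC2s. Mice treated with GM-CSF gave cDC1s, cDC2s, DC-Xs, P-I, P-III and P-IV. Each of these 8 groups had 2 libraries. The FPKM total of a library was 444141 to 627472, and 9388 to 10242 genes reached an FPKM of 1. Replicates correlated across genes with an r of 0.947 to 0.996. The SD between replicates on the log2 scale was 0.507 in control cDC1s, 0.422 in control cDC2s, 0.409 in GM-CSF cDC1s, 0.416 in GM-CSF cDC2s and 0.361 in DC-Xs, and 0.218, 0.184 and 0.135 in P-I, P-III and P-IV. The libraries of the DC gate therefore varied more between replicates than those of the CD115-high cells.

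The genes of the sort gates were examined first, as a check of the labels. Xcr1, the chemokine receptor of cDC1s, was at 212 ± 32.8 FPKM in control cDC1s and 214 ± 62.8 in GM-CSF cDC1s (SD, n = 2), and at 1.06 in control cDC2s. Clec4a4, which encodes the 33D1 antigen, was listed at 0 in both control cDC1 libraries and was at 151 ± 0.576 FPKM in control cDC2s. Ly6c2, which encodes a form of Ly6C, was at 588 ± 303 FPKM in P-I and 11.3 ± 4.47 in P-III. Mgl2, the CD301b gene, was at 788 ± 21.4 FPKM in P-IV and 57.3 ± 9.73 in P-III. Csf1r, which encodes CD115, was at 412 FPKM in DC-Xs and 9.56 in GM-CSF cDC1s.

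Next, the profiles were compared to see which populations resemble each other. On the first principal component, with 41.0% of the variance, the DC-X libraries lay at 38.7 and 42.2, beside the CD115-high libraries at 41.2 to 49.6, while the cDC libraries lay between -85.1 and -11.4. The second component, with 24.5%, separated cDC2s from cDC1s, and the third held 10.5%. DC-Xs correlated across genes with P-IV at a mean r of 0.966, with P-III at 0.955, with P-I at 0.920, with GM-CSF cDC2s at 0.887 and with GM-CSF cDC1s at 0.861. P-III and P-IV correlated with each other at 0.986. Genes are not independent replicates, so no p is given. Within the 10 libraries of the DC gate, DC-Xs lay at -47.1 and -37.1 on the first component (44.2% of variance), next to the cDC2s, and apart from all cDCs at 61.9 and 63.1 on the second (24.6%).

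**Figure D1:**
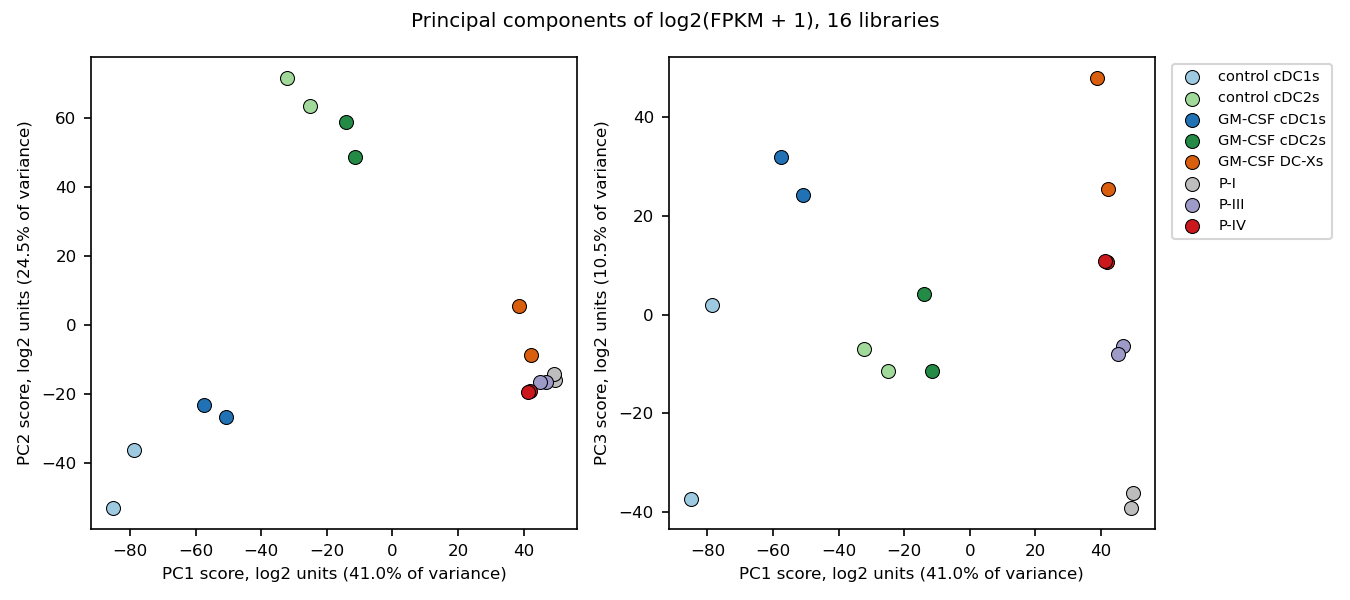
Scores of the 16 libraries on principal components 1 and 2 (left) and 1 and 3 (right), in log2 units; each point is a library and the colour is its group. On component 1 the DC-Xs, at 38.7 and 42.2, lie with P-I, P-III and P-IV.

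Control cDC1s and cDC2s were compared to describe the subsets before treatment. Irf8, the transcription factor on which cDC1s depend, was at 1121 ± 423 FPKM in cDC1s and 14.2 ± 8.99 in cDC2s (log2 fold change 6.29, adjusted p = 1.1e-07, limma, n = 2). Cd8a, a surface marker of spleen cDC1s, was at 332 ± 17.0 and 1.34 FPKM (7.15, adjusted p = 3.25e-09), and the interferon-inducible gene Ifi205 was at 887 ± 319 and 2.12 (8.13). Irf4, a transcription factor of cDC2s, was lower in cDC1s at -3.52, and so was Sirpa, a cDC2 surface receptor, at 1.55 against 258 ± 63.0 FPKM (-6.73). Of 14 cDC1 genes 13 were higher (adjusted p = 4.14e-14 for the list, 0.00342 with an estimated correlation). Of 12 cDC2 genes 10 were lower and 1, Clec12a at 4.18, was higher (adjusted p = 1.48e-06, and adjusted p = 0.0572 with an estimated correlation). Interferon-stimulated genes were lower in 9 and higher in 1 (adjusted p = 0.044, and adjusted p = 0.8 with an estimated correlation), while GM-CSF receptor and STAT5 pathway genes, 9 of 15 lower, did not pass the list test (adjusted p = 0.0636). Markers of red pulp macrophages were lower in cDC1s in 7 of 10 (adjusted p = 0.0636). In all, 3599 genes differed, 1265 higher and 2334 lower in cDC1s, and the median of all genes was -0.26. Quantile normalization moved this median to 0.02 and the share of higher calls from 35.2% to 51.5%, median-of-ratios scaling moved them to -0.07 and 49.4%, and the fit to these 4 libraries alone called 1531.

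The same subsets in treated mice were compared to see whether GM-CSF leaves their identity in place. Irf8 was at 1701 ± 24.1 FPKM in GM-CSF cDC1s and 4.30 ± 1.57 in GM-CSF cDC2s (log2 fold change 8.36, adjusted p = 1.56e-08, limma, n = 2). Cd207, the endocytic receptor langerin, was at 232 and 0.197 FPKM (7.62), and Sirpa was at 2.42 and 290 (-6.42). Again 13 of 14 cDC1 genes were higher in cDC1s (adjusted p = 5.82e-23 for the list, 0.000587 with an estimated correlation), and 10 of 12 cDC2 genes were lower and 1 higher (1.31e-08, and 0.0253 with an estimated correlation). Genes of the cell cycle were lower in cDC1s in 11 of 21 (adjusted p = 8.9e-05, and adjusted p = 0.51 with an estimated correlation). A total of 1679 genes differed, 681 higher and 998 lower in cDC1s. Quantile normalization moved the median of all genes from -0.10 to 0.01, and the fit to these libraries alone called 1046.

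The response of cDC1s to GM-CSF was examined against control cDC1s. Itgae, the CD103 integrin of tissue cDC1s (chromosome 11, 73090505 to 73147449, GRCm38), rose from 9.65 ± 7.04 to 185 ± 61.7 FPKM (n = 2, log2 fold change 4.26, SE 0.42, adjusted p = 0.000273). Plet1, a surface protein of intestinal and cultured DCs, rose from 0.701 to 28.0 ± 24.8 FPKM (3.77), Tcea3, a transcription elongation factor, from 0.903 to 22.3 ± 1.05 (3.61, adjusted p = 1.16e-05), Gbp2b, an interferon-inducible GTPase, from 0.307 to 14.9 ± 4.86 (3.61), and the phosphatase gene Cdc25b, which drives entry into mitosis, from 1.37 to 14 ± 1.29 (2.70). Plac8, a small cysteine-rich protein (chromosome 5, 100551589 to 100572253), fell from 713 ± 255 to 45.5 ± 15.9 FPKM (-3.94, SE 0.44, adjusted p = 0.000583), and Apol7c, an apolipoprotein of mature cDC1s, from 517 ± 261 to 47.0 ± 16.7 (-3.38). Ifitm6 at -3.13 and Tmem176a at -2.86 also fell. Among the study's genes, Id2, a transcription factor needed for cDC1s, fell from 1597 ± 44.4 to 726 ± 54.0 FPKM (-1.14, adjusted p = 0.00186), and Mgl2 and Clec10a, the CD301 lectins, rose from 0.067 and 0.080 FPKM to 4.93 ± 1.69 and 3.67 ± 0.160 (2.45 and 2.12). Irf8 was at 1121 and 1701 FPKM and did not pass (adjusted p = 0.211).

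In these cDC1s no list passed the test. The study's monocyte-derived DC genes came nearest, with 3 of 8 higher (adjusted p = 0.0907, and 0.847 with an estimated correlation). Inflammatory mediators were lower in 3 of 11, namely Il1b at -1.75, Il12b at -1.45 and Il6 at -1.16, which encode interleukin 1 beta, the p40 chain and interleukin 6. In the GM-CSF receptor and STAT5 pathway, Stat5a at 1.22 and the shared receptor chain Csf2rb at 1.11 were higher and the feedback inhibitor Socs2 was lower at -1.97, of 15 tested. Of the cell cycle genes 4 were higher, Plk1 at 1.8 among them, and 2 lower. Pan-cDC genes were higher in 3 and lower in 2 of 10, with a median of 0.15 and a mean of 0.13 against a test direction of lower (adjusted p = 0.969), and MHC class I genes, 4 higher and 1 lower, had a median of 0.12 with the same opposite test direction. Zbtb46, a transcription factor of cDCs, rose from 40 ± 18.7 to 79.4 ± 4.28 FPKM (1.05, adjusted p = 0.017). That call was lost without control cDC1s replicate 2 (0.57, adjusted p = 0.117), GM-CSF cDC1s replicate 1 (1.11, 0.0507) or GM-CSF cDC1s replicate 2 (1.00, 0.0857). Il1b was lost without control cDC1s replicate 1, control cDC1s replicate 2 or GM-CSF cDC1s replicate 2 (adjusted p = 0.0792, 0.112 and 0.201), Il12b without control cDC1s replicate 2 or GM-CSF cDC1s replicate 1 (0.0793 and 0.0874), Il6 without control cDC1s replicate 1 or GM-CSF cDC1s replicate 2 (0.1 and 0.128), Stat5a without control cDC1s replicate 2 or GM-CSF cDC1s replicate 2 (0.0866 and 0.0902), Csf2rb without control cDC1s replicate 2 (0.0627) and Socs2 without GM-CSF cDC1s replicate 1 (0.0591). The calls of Id2, Stat5a, Csf2rb and Il1b were lost with quantile normalization, the same genes and Il6 with the length correction, Zbtb46 and Csf2rb with median-of-ratios scaling, Il12b and Il6 with a pseudocount of 0.1 and Il1b with no filter. Library weights ended the calls of Apol7c, Zbtb46, Socs2, Stat5a, Csf2rb, Il1b, Il12b and Il6, and the fit to the DC-gate libraries those of Zbtb46, Socs2, Stat5a, Csf2rb, Il12b and Il6.

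In all, 1678 genes differed between GM-CSF and control cDC1s, 1178 higher and 500 lower. The fold changes of these cDC1s followed transcript length, with a Spearman rho of 0.459 across genes, which are not independent replicates. The median log2 fold change was -0.52 in the shortest of 5 length classes (54 to 1522 nucleotides) and 0.50 in the fourth (3165 to 4456), and of calls in the shortest class 24 were higher and 346 lower. A correction for this trend, chosen after seeing the data, called 961 genes, 758 of them among the 1678. Quantile normalization moved the median of all genes from 0.14 to -0.02 and the share of higher calls from 70.2% to 54.5%, and median-of-ratios scaling moved them to 0.02 and 49.7%. Without control cDC1s replicate 1, control cDC1s replicate 2 and GM-CSF cDC1s replicate 2 the counts were 2821, 1026 and 1004. Library weights gave 454 and the fit to the DC-gate libraries 631, while the fit to these 4 libraries alone called 0 with limma (2145 at an unadjusted p under 0.05).

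In cDC2s the response to GM-CSF was examined in the same way. Olfm1, a secreted olfactomedin (chromosome 2, 28193093 to 28230736), rose from 5.68 ± 1.04 to 123 ± 22.5 FPKM (n = 2, log2 fold change 4.22, SE 0.23, adjusted p = 1.59e-06). Sema4a, a semaphorin of DCs, rose from 4.63 to 80.7 ± 18.7 FPKM (3.84, adjusted p = 3.32e-05), the glycoprotein gene Gp2 from 6.65 ± 3.04 to 87.6 ± 56.9 (3.43), the chemokine gene Ccl6 from 16.9 to 156 ± 32.1 (3.12), and Fcgr2b, the inhibitory Fc gamma receptor, from 17.0 ± 5.80 to 121 ± 26.9 (2.79, adjusted p = 7.5e-05). Clec10a rose from 0.177 to 5.87 FPKM (2.48). Mmp9, a matrix metalloproteinase (chromosome 2, 164940326 to 164955850), fell from 37.7 ± 16.6 to 0.208 FPKM (-4.93, SE 0.24, adjusted p = 1.02e-06), and Prnp, the prion protein gene, fell by 2.86 on the log2 scale. Of the cell cycle genes 10 of 21 rose in cDC2s, and 13 when adjusted over the list alone, among them the mitotic cyclins Ccnb1 at 2.65 and Ccnb2 at 2.59 and the mitotic kinases Plk1 at 2.60 and Aurkb at 2.35 (adjusted p = 7.31e-09, and adjusted p = 0.412 with an estimated correlation). The replication genes Pcna and Mcm2 to Mcm6 were not called, with Pcna at 109.6 and 102.7 FPKM in control and 99.85 and 107 in GM-CSF cDC2s. Beside these, markers of basophils, mast cells and eosinophils were higher in 2 of 3 with a median of 1.33, and did not pass the list test (adjusted p = 0.301).

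Several small lists moved down in GM-CSF cDC2s by the list test. Inflammatory mediators fell in 3 of 11 and rose in 1 (4 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0394, and 0.564 with an estimated correlation), with the chemokines Ccl4 at -2.91 and Ccl3 at -2.82, Il1b at -2.43 and Il18 at 1.36. Pan-cDC genes fell in 2 of 10, Spib at -1.93 and the migration receptor Ccr7 at -1.89 (adjusted p = 0.0318, and 0.387 with an estimated correlation). The study's DC transcription factors fell in 1 of 6, Irf8, which was at 14.2 ± 8.99 and 4.30 ± 1.57 FPKM (-1.42, list adjusted p = 0.0324, and 0.412 with an estimated correlation). Early stress genes fell in 1 of 11 (Egr1 at -2.06, adjusted p = 0.0318), NK cell markers in 1 of 3 (Klrk1 at -1.24, 0.0326) and costimulation genes in 0 of 8 (0.0326), and each of these had adjusted p = 0.564 with an estimated correlation. Klrk1 was also at 34.3 to 67.7 FPKM over the cDC1 libraries and at 68.7 and 66.7 in P-IV, so its fall is not read as a fall of NK cells. In the GM-CSF receptor and STAT5 pathway Cish was at 2.17 and Ccnd2 at -2.53 (list adjusted p = 0.158). Without control cDC2s replicate 1 or GM-CSF cDC2s replicate 2 the calls of Irf8 (adjusted p = 0.311 and 0.248), Ccl4 (0.0876 and 0.123), Il1b (0.138 and 0.158), Egr1 (0.0852 and 0.216) and Klrk1 (0.114 and 0.11) were lost. Il18 was lost without the same libraries (0.0586 and 0.0645), Ccl3 without GM-CSF cDC2s replicate 2 (0.0525), Spib without control cDC2s replicate 1 (0.0807), Egr1 also without control cDC2s replicate 2 (0.0919), and Ccr7 without any of the 4 libraries (0.0785 to 0.239). Cish was lost without control cDC2s replicate 1 or GM-CSF cDC2s replicate 1 (0.151 and 0.121). A pseudocount of 0.1 ended the calls of Spib and Ccr7, and the fit with no filter those of Irf8, Ccr7 and Egr1. Library weights ended the calls of Ccl4, Ccl3, Il1b, Il18, Irf8, Ccr7, Egr1, Klrk1 and Cish, and the fit to the DC-gate libraries those of Irf8, Spib, Ccr7, Egr1, Il18, Klrk1 and Cish. In all, 598 genes differed, 364 higher and 234 lower. Without control cDC2s replicate 1, control cDC2s replicate 2 and GM-CSF cDC2s replicate 2 the counts were 322, 959 and 276, library weights gave 322, the fit to the DC-gate libraries 176, and the fit to these 4 libraries alone 0 with limma (1482 at an unadjusted p under 0.05).

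**Figure D2:**
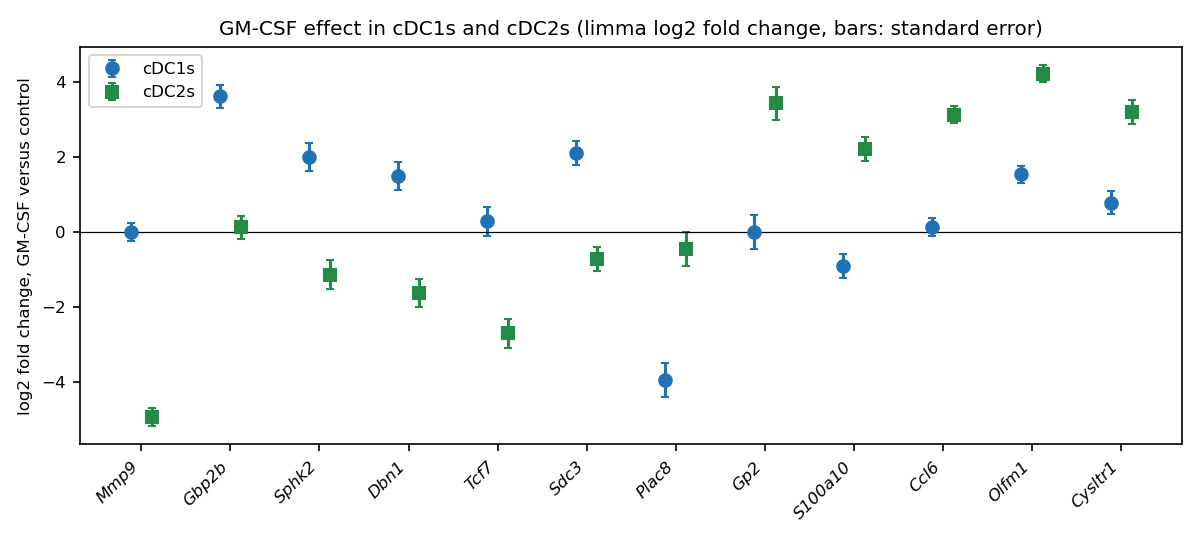
Log2 fold change of GM-CSF against control in cDC1s (circles) and cDC2s (squares) for the 12 genes with the largest differences of effect under the naming rule; bars are the standard error of the limma estimate. Mmp9 was at 0 in cDC1s and -4.93 in cDC2s, and Plac8 at -3.94 and -0.45. Mmp9 was listed at 0 FPKM in every cDC1 library, so it could not fall in cDC1s.

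The difference between the GM-CSF effects in cDC1s and cDC2s was tested directly. It passed for 775 genes, 481 with a higher and 294 with a lower value in cDC1s, and the genes and lists are described in the closing section. Without control cDC1s replicate 1 it passed for 2419, without control cDC2s replicate 1 for 422, without GM-CSF cDC1s replicate 1 and 2 for 383 and 417, and without GM-CSF cDC2s replicate 1 and 2 for 478 and 286. The difference followed transcript length more than any other comparison (Spearman rho 0.4815 across genes), with 17 higher and 166 lower among calls in the shortest of 5 length classes, and the length correction gave 312, 248 of them among the 775. Library weights gave 4 and the fit to the 8 cDC libraries alone 2, and quantile normalization moved the median of all genes from 0.14 to -0.03.

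DC-Xs were compared with GM-CSF cDC1s to ask how this double-negative population differs from known DCs. Cd209a, a C-type lectin of monocyte-derived DCs also called DC-SIGN (chromosome 8, 3743395 to 3748984), was at 1111 ± 162 FPKM in DC-Xs and 5.64 ± 1.64 in cDC1s (n = 2, log2 fold change 7.4, SE 0.27, adjusted p = 5.35e-09). Pltp, a phospholipid transfer protein, was at 1080 ± 173 and 6.62 FPKM (7.19), Mmp12, the macrophage elastase gene, at 290 ± 50.7 and 2.78 (6.32), and Fcgr3, an activating Fc receptor, at 647 ± 171 FPKM in DC-Xs (5.58). Cd207 was at 0.112 and 232 ± 5.70 FPKM (-7.71, adjusted p = 4.12e-10) and the adhesion gene Cadm1 at 1.06 and 208 (-6.69). Irf8 was lower in DC-Xs, at 133 ± 18.6 against 1701 ± 24.1 FPKM (-3.67), Id2 was lower (-1.81), Irf4 was higher, at 10.1 ± 2.46 against 0.350 (3.02), and Zbtb46 was at 47.4 and 79.4 FPKM and did not pass (-0.73, adjusted p = 0.0759).

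By lists, 13 of 14 cDC1 genes were lower in DC-Xs than in cDC1s (adjusted p = 2.09e-15, 0.0025 with an estimated correlation). Endocytic receptors were higher in 13 of 18 and lower in 1 (adjusted p = 6.51e-09, 0.0454 with an estimated correlation), and type 2 response genes in 9 of 15 (10 when adjusted over the list alone, 3.31e-08, 0.00401 with an estimated correlation). All 8 of the study's monocyte-derived DC genes were higher (8.6e-11, 0.0216 with an estimated correlation), as were 4 of its 5 P-IV genes (5 when adjusted over the list alone), and these lists are not independent evidence. Calls that an estimated correlation did not keep were higher classical monocyte genes (9 higher and 1 lower of 14, adjusted p = 1.72e-05, and adjusted p = 0.176 with an estimated correlation), cDC2 genes (5 and 1 of 12, 0.00445, and 0.176), lysosome genes (5 and 1 of 15, 0.00147, and 0.244), cholesterol synthesis genes (6 of 14, 0.0066, and 0.456) and early stress genes (4 of 11, 0.0115, and 0.509), and lower MHC class I genes (3 of 12, 0.0243, and 0.456). In all, 1863 genes differed, 1014 higher and 849 lower in DC-Xs.

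Against GM-CSF cDC2s, DC-Xs had higher Ccr2, the receptor that draws monocytes from the marrow, at 167 ± 33.2 against 0.899 FPKM (n = 2, log2 fold change 6.48, adjusted p = 1.46e-07). Lyz2, the lysozyme gene of myeloid cells, was at 5308 ± 2936 and 81.9 FPKM (5.92), and Fcrls, an Fc receptor-like gene, at 86.6 ± 5.21 and 0.163 (6.23). Dtx1, a Notch pathway gene, was at 0.117 and 70.7 ± 4.31 FPKM (-6.00, adjusted p = 7.71e-08), and Esam, an adhesion molecule of spleen cDC2s, was at -5.16. Irf8 was higher in DC-Xs than in cDC2s (133 and 4.30 FPKM, 4.69), Irf4 was at 10.1 and 9.80 FPKM (0.01), and Zbtb46 did not pass (-0.49, adjusted p = 0.242). Endocytic receptors were higher in 12 of 18 (13 when adjusted over the list alone, adjusted p = 6.33e-13, 0.0232 with an estimated correlation) and type 2 response genes were higher in 6 and lower in 1 (2.48e-05, 0.0232 with an estimated correlation). The study's monocyte-derived DC genes were higher in 7 of 8 (1.31e-11, 0.0232 with an estimated correlation) and its P-IV genes in 4 of 5 (2.16e-06, 0.0394), chosen on these samples. Cell cycle genes were lower in 12 of 21 (17 when adjusted over the list alone, 6e-07, and adjusted p = 0.17 with an estimated correlation). Classical monocyte genes were higher in 8 (2.14e-06, and adjusted p = 0.124 with an estimated correlation), non-classical in 4 with 1 lower (0.00419, and 0.124), and lysosome genes in 5 (2.49e-05, and 0.124). The cDC2 genes were lower in 6 and higher in 2 (0.0185, and adjusted p = 0.198 with an estimated correlation), cDC1 genes higher in 6 and lower in 1 (0.00042, and 0.0582), and interferon-stimulated genes lower in 5 and higher in 1 (0.0253, and 0.467). Glycolysis and cholesterol synthesis genes were each higher in 2 (0.0253 and 0.0327, and adjusted p = 0.254 and 0.543 with an estimated correlation), and plasma cell markers in 1 of 5, Prdm1 at 1.60, not called in the fit to these 4 libraries alone (0.0462, and 0.157). In all, 1670 genes differed, 768 higher and 902 lower, and median-of-ratios scaling moved the median of all genes from -0.15 to -0.04 and the share of higher calls from 46.0% to 56.2%.

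The CD115-high cells were then followed from P-I, the Ly6C-positive monocytes, to P-III. Cd209a was at 30.8 ± 13.4 FPKM in P-I and 442 ± 10.6 in P-III (n = 2, log2 fold change 3.87, adjusted p = 1.59e-05) and Mmp12 at 4.80 ± 1.57 and 85.0 ± 7.45 (3.92, adjusted p = 1.62e-05). Pltp at 3.28 and Cd36, a scavenger receptor, at 3.31 were also higher in P-III. The calprotectin gene S100a8 was at 53.3 and 107 FPKM in the P-I libraries and listed at 0 in both P-III libraries. MHC class II genes were higher in P-III in 5 of 11 (7 when adjusted over the list alone, adjusted p = 3.59e-21, 0.000955 with an estimated correlation), a gate property, and pan-cDC genes in 5 of 10, with Flt3 at 1.70 (3.97e-10, 0.00139 with an estimated correlation). Classical monocyte genes were lower in 7 of 14 (8 when adjusted over the list alone, 3.97e-10, 0.0342 with an estimated correlation). Cell cycle genes were lower in 12 of 21 (20 when adjusted over the list alone, 1.59e-22, 0.0166 with an estimated correlation), with Ccnb1 at -2. Neutrophil markers were lower in 7 of 7 beside these (8.14e-24, 0.000955 with an estimated correlation), T cell markers in 0 of 5 with a median of -1 (0.0168, and adjusted p = 0.189 with an estimated correlation), and red pulp macrophage markers were higher in 0 of 10, with 3 when adjusted over the list alone (4.45e-06, and 0.176). Whether other cells in the P-I sort added to the lists lower in P-III, or lower in P-IV than in P-I, was not tested.

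Further lists in the step from P-I to P-III were interferon-stimulated genes, lower in 3 of 15 (4 when adjusted over the list alone, adjusted p = 8.49e-08, and adjusted p = 0.0674 with an estimated correlation), early stress genes, higher in 3 of 11 (8.49e-08, and 0.142), costimulation genes, higher in 0 of 8 (0.00725, and 0.17), and the study's DC transcription factors, higher in 2 of 6 (1.56e-05, 0.0209 with an estimated correlation). The call of Zbtb46 (1.12) was lost with no filter and without any of the 4 libraries (adjusted p = 0.0892 to 0.369), and that of Ccnb1 without P-I replicate 2, P-III replicate 1 or P-III replicate 2 (0.0862, 0.0599 and 0.0643). In all, 398 genes differed, 111 higher and 287 lower in P-III. Without P-I replicate 1 and 2 the counts were 259 and 150, without P-III replicate 1 and 2 they were 130 and 194, library weights gave 631, and median-of-ratios scaling moved the share of higher calls from 27.9% to 39.2%.

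P-IV was compared with P-III, which it differs from by CD301b in the gate. Cd209d, a lectin encoded near Cd209a (chromosome 8, 3871824 to 3878548), was at 52.5 ± 6.93 FPKM in P-IV and 7.82 ± 0.197 in P-III (n = 2, log2 fold change 2.60, SE 0.25, adjusted p = 0.00045). Fcrls (chromosome 3, 87250736 to 87263765) was at 97.8 ± 21.8 and 17.5 ± 2.52 FPKM (2.41, adjusted p = 0.000607), and Epcam, an adhesion molecule of epithelium and of Langerhans cells, at 22.6 ± 0.0785 and 3.80 (2.30, adjusted p = 0.000269). Ace, the angiotensin-converting enzyme gene and a marker of non-classical monocytes (chromosome 11, 105967948 to 105989964), was at 4.68 ± 0.298 and 35.5 ± 3.27 FPKM (-2.68, adjusted p = 0.000269), and Abi3 was at -2.57. Among the study's P-IV genes, Mt1, a metallothionein, was at 145 ± 4.09 against 69.4 FPKM and did not pass (1.05, SE 0.51, adjusted p = 1). The libraries of Mt1 were at 147.7 and 142 FPKM in P-IV and 69.59 and 69.22 in P-III. Its SE is pooled over all 8 groups, which include GM-CSF cDC2s at 74.41 and 27.97 FPKM. Cd209a was at 1582 ± 7.17 against 442 ± 10.6 FPKM (1.84, adjusted p = 0.00628), Mmp12 at 331 ± 20.3 against 85.0 ± 7.45 (1.95, 0.00603), and Cd200r1, an inhibitory receptor, at 1.59 (0.0407). The calls of Cd209a, Mmp12 and Cd200r1 were lost when any 1 of the 4 libraries was left out, which leaves its group with 1. Those of Cd209d (adjusted p = 0.171) and Cd200r1 were lost with a pseudocount of 0.1, and that of Cd200r1 with no filter.

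Lists moved in both directions between P-III and P-IV. Non-classical monocyte genes were lower in P-IV in 4 of 11 (5 when adjusted over the list alone, adjusted p = 2.79e-16, 0.00141 with an estimated correlation) and classical monocyte genes in 2 of 14 (4 when adjusted over the list alone, 1.99e-13, 0.0291 with an estimated correlation). Type 2 response genes were higher in 4 of 15 and lower in 1 (5.09e-11, 0.00141 with an estimated correlation). The study's P-IV genes, chosen on these samples, were higher in 4 of 5 (1.43e-23, 0.00141 with an estimated correlation), and its monocyte-derived DC genes in 2 of 8 (2.79e-05, and adjusted p = 0.0767 with an estimated correlation). Interferon-stimulated genes were lower in 1 (3 when adjusted over the list alone, 5.23e-10, and adjusted p = 0.0633 with an estimated correlation), and early stress genes were higher in 0 of 11 (2 when adjusted over the list alone, 6.28e-12, and 0.0767). In all, 67 genes differed, 31 higher and 36 lower in P-IV, the smallest count of the 14 comparisons in the main fit. It was not the smallest in fits to the compared groups alone or with library weights. Without P-III replicate 1 and 2 and P-IV replicate 1 and 2 the counts were 13, 16, 16 and 10. A pseudocount of 0.1 gave 31, the fit to these 4 libraries alone 145, library weights 184 and the fit to the CD115-high libraries 122.

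Across the whole interval, P-IV was compared with P-I. Mmp12 at 5.87 and Cd209a at 5.70 on the log2 scale were the largest increases, followed by Fcrls at 5.49, Cd209d at 5.43 and Cd209b at 5.21. Zbtb46 was at 26.2 FPKM in P-IV and 6.03 in P-I (1.96, adjusted p = 0.000566, limma, n = 2), and the early response factor Egr1 at 360.2 and 18.6 (4.36). The haptoglobin gene Hp was at -6.85 and the interferon regulator Irf7 at -2.83. MHC class II genes, part of the gate, were higher in 9 of 11 (10 when adjusted over the list alone, adjusted p = 4.79e-16, 0.0019 with an estimated correlation), pan-cDC genes in 5 of 10 (6, 9.19e-09, 0.0019), type 2 response genes in 6 with 1 lower (7 and 1, 1.15e-08, 0.0019) and early stress genes in 7 of 11 (10, 4.37e-12, 0.0496). Lower in P-IV were interferon-stimulated genes in 10 of 15 (12 when adjusted over the list alone, 3.42e-10, 0.0347 with an estimated correlation), cell cycle genes in 14 of 21 (20, 1.5e-15, 0.0315), classical monocyte genes in 9 of 14 (10, 1.12e-11, 0.0311) and neutrophil markers in 7 of 7 (4.79e-16, 0.0019). In all, 827 genes differed, 276 higher and 551 lower. Without P-I replicate 2, P-IV replicate 1 and P-IV replicate 2 the counts were 477, 499 and 501, and quantile normalization moved the median of all genes from -0.10 to 0.01 and the share of higher calls from 33.4% to 45.4%.

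P-IV was also set against the cDCs of treated mice. Against cDC1s, Cd209a was at 7.92 on the log2 scale, Pltp at 7.23 and the calcium-binding protein gene S100a4 at 6.83, while Cd207 was at -7.54 and Irf8 at -4.09 (99.2 against 1701 FPKM, n = 2). Zbtb46 was at 26.2 ± 0.679 against 79.4 FPKM (-1.56, adjusted p = 0.00121). All 8 monocyte-derived DC genes of the study were higher (adjusted p = 2.43e-11, 0.0172 with an estimated correlation, not independent evidence), as were type 2 response genes in 8 of 15 (9 when adjusted over the list alone, 2.67e-08, 0.00402), and cDC1 genes were lower in 12 of 14 (9.55e-16, 0.00232). Endocytic receptors were higher in 13 and lower in 1 (2.67e-08, and adjusted p = 0.0573 with an estimated correlation), cell cycle genes lower in 8 (5.45e-05, and 0.326), and B cell markers higher in 4 of 5, Cd79a at 3.07 (0.0437, and 0.433). A total of 1751 genes differed, 1015 higher and 736 lower. Against cDC2s, Ccr2 was at 226 and 249.8 FPKM in the P-IV libraries against a mean of 0.899 (log2 fold change 7), Lyz2 at 6618 ± 99.9 against 81.9 (6.35) and Fcrls at 6.39, while Dtx1 was at -5.53 and Cd4 at -5.38. P-IV had lower cell cycle genes than cDC2s in 19 of 21 (20 when adjusted over the list alone, 2.53e-11, and adjusted p = 0.123 with an estimated correlation). Endocytic receptors were higher in 14 of 18 and the study's monocyte-derived DC genes in 8 of 8 (both 2.53e-11, 0.0335 with an estimated correlation). Interferon-stimulated genes were lower in 6 (0.000735, and adjusted p = 0.274 with an estimated correlation) and costimulation genes in 4 of 8 (0.0496, and 0.301). A total of 1862 genes differed, 904 higher and 958 lower.

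Genes that mark P-IV among the populations of treated mice were found with the 2-fold rule of the study, taking P-IV against P-I, P-III, cDC1s and cDC2s. Among genes with a mean of at least 1 FPKM in P-IV, the rule gave 66 with means at least 2-fold above each of the 4 others. The 20 with the highest mean were led by Cd209a (1582 FPKM, 3.58 times the next population), Mgl2 (788, 13.8 times), Mmp12 (331, 3.90 times), Mt1 (145, 2.09 times) and Cd200r1 (3.07 times), followed by Fcrls, the fatty acid transporter gene Slc27a3, the adaptor Blnk, Ephx1, Cd209b, Egr2 and Cd209d. Called by limma in all 4 comparisons were 20 genes. All lay within the 66, which the fold threshold of a call nearly requires. Independent lists would share 0.00539. Simulated data with no change in any gene gave 0, which bears on false calls and not on whether genes are particular to P-IV. Among the 20 were the type 2 response genes Il1rl1, Ccl17 and Retnla and the lectins Siglecf, Clec4g and Cd209e. The 4 comparisons share the P-IV libraries, so part of the overlap may come from them. Without P-III replicate 1 and 2 the 20 became 6 and 6, and without P-IV replicate 1 and 2 they became 7 and 5. A pseudocount of 0.1 gave 6 and library weights 43, and with DC-Xs among the others the 66 became 10. Since the study describes most DC-Xs as P-IV cells, the drop to 10 does not show that the genes are less particular to P-IV. Relative to DC-Xs, P-IV had 1.42 times the Cd209a, 1.88 times the Mgl2, 1.14 times the Mmp12, 2.29 times the Mt1 and 0.963 times the Cd200r1.

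**Figure D3:**
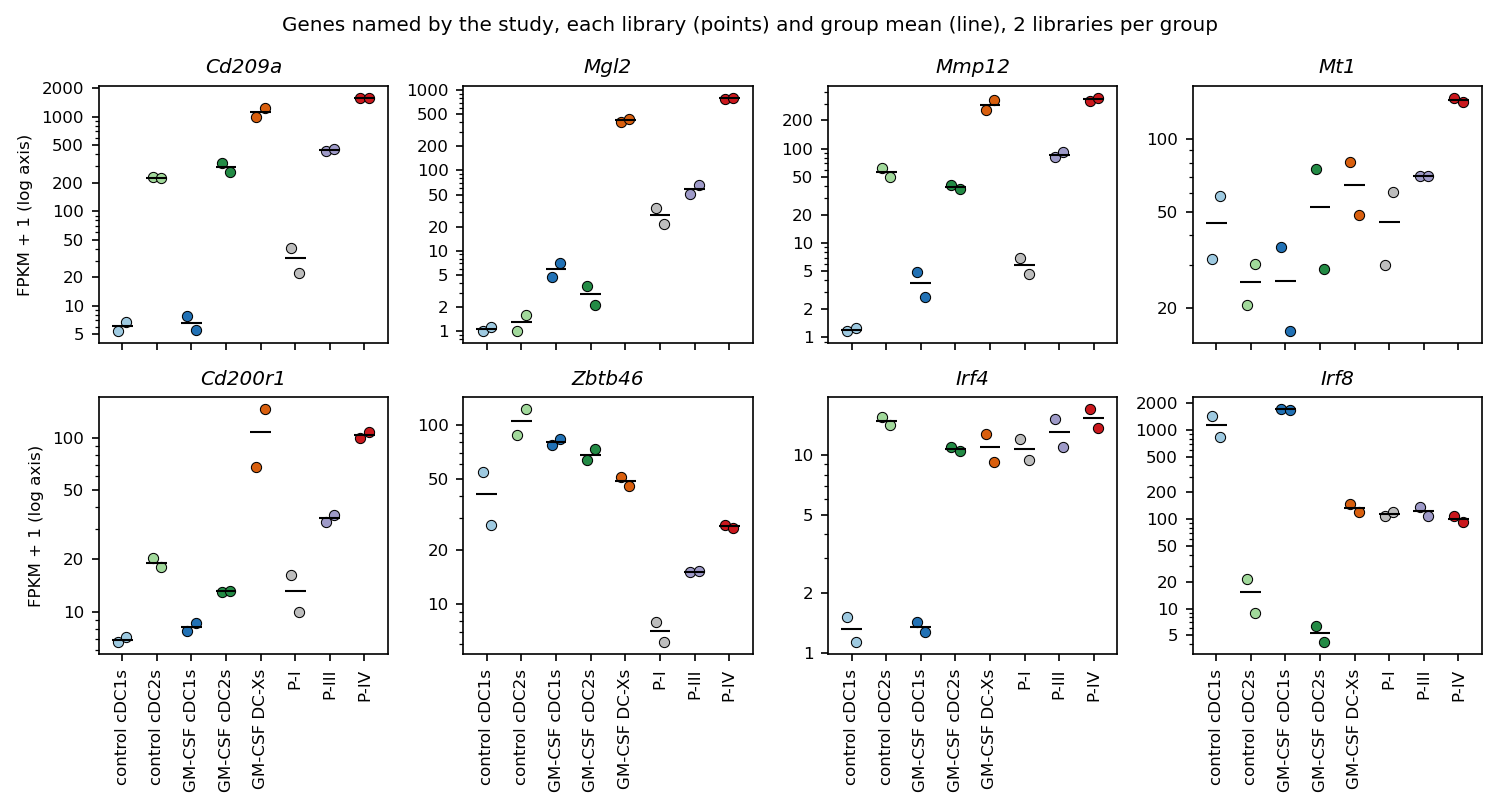
FPKM + 1 on a log axis for 8 genes named by the study, in the 8 groups; each point is a library and the line is the group mean of 2 libraries. Cd209a was at 1582 FPKM in P-IV, 1111 in DC-Xs and 442 in P-III.

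DC-Xs were compared with P-IV to ask whether the double-negative DCs and the CD301b-positive cells hold the same transcripts. None of the study's genes passed. Zbtb46 was at 47.4 ± 4.13 FPKM in DC-Xs and 26.2 ± 0.679 in P-IV (n = 2, log2 fold change 0.83, SE 0.28, adjusted p = 0.165), Mgl2 at 418 ± 23.2 and 788 (-0.91, 0.198), Cd209a at -0.52 (0.453), Mmp12 at -0.20 (0.871), Cd200r1 at -0.05 (0.984) and Id2 at -0.72 (0.0548). Ccr7, which guides DCs to lymph nodes, was higher in DC-Xs, at 41.5 ± 7.18 against 6.63 ± 4.04 FPKM (2.58, adjusted p = 0.0214). Genes of ribosomal proteins were lower in DC-Xs in 65 of 92, for instance Rpl24 (chromosome 16, 55966275 to 55971437) at 23.9 ± 11.3 against 130 ± 11.2 FPKM (-2.47, SE 0.32, adjusted p = 0.00492). With a correction for transcript length, 36 of these genes were lower. B cell markers were lower in DC-Xs in 2 of 5 (5 when adjusted over the list alone, adjusted p = 9.65e-06, and adjusted p = 0.217 with an estimated correlation), with Cd79a at 0.660 and 13.3 FPKM (-3.10).

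Lists that differed between DC-Xs and P-IV did so without an estimated correlation only. Cell cycle genes were higher in DC-Xs in 2 of 21 (3 when adjusted over the list alone, adjusted p = 9.65e-06, and adjusted p = 0.436 with an estimated correlation), namely Ccnb1 at 1.63 and Ccnb2 at 1.27. Costimulation genes were higher in 1 of 8, Cd274 at 1.15, which encodes PD-L1 (0.000726, and 0.217), neutrophil markers in 1 of 7 (0.000587, and 0.217), non-classical monocyte genes in 1, Ace at 1.07 (0.00353, and 0.217), early stress genes in 0 (0.000183, and 0.436) and interferon-stimulated genes in 0 (0.00549, and 0.436). T cell markers were lower in 0 of 5 (0.0444, and adjusted p = 0.436 with an estimated correlation) and pathway genes of the GM-CSF receptor and STAT5 were higher in 0 of 15 (0.04995, and 0.436). In all, 222 genes differed, 31 higher and 191 lower in DC-Xs, and 158 of the 191 lay in the shortest of 5 length classes. Without P-IV replicate 1 or P-IV replicate 2 limma called 0 (836 and 910 at an unadjusted p under 0.05), so no call named here for this comparison was kept, and without DC-Xs replicate 1 it called 65. The length correction ended the calls of Ccnb1, Cd79a, Cd274 and Ace, the fit with no filter those genes and Ccr7, a pseudocount of 0.1 Cd79a, Cd274 and Ace, and median-of-ratios scaling Ccnb1 and Ccnb2. The fit with no filter gave 142, median-of-ratios scaling 134, library weights 357, the length correction 82 (77 of them among the 222) and the fit to these 4 libraries alone 3.

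Against P-III, DC-Xs had higher Mgl2 (2.86, adjusted p = 0.00125, limma, n = 2), Mmp12 (1.75, 0.00481), Zbtb46 (47.4 against 14.2 FPKM, 1.67, 0.00543), Cd200r1 (1.54, 0.0146) and Cd209a (1.32, 0.015). The heat shock gene Hspa1b (chromosome 17, 34956429 to 34959238) was at 2697 ± 1323 against 289.5 ± 99.7 FPKM (3.17, adjusted p = 0.0116), and Pglyrp1, a peptidoglycan recognition protein, was lower (-2.69, 0.00237). Early stress genes were higher in 6 of 11 (10 when adjusted over the list alone, adjusted p = 8.98e-11, and adjusted p = 0.121 with an estimated correlation), costimulation genes in 3 of 8 (5, 7.11e-05, and 0.121), pan-cDC genes in 2 of 10 (0.0165, and 0.121) and the study's P-IV genes in 4 of 5 (5.85e-06, and 0.121, not independent evidence). High Hspa1b and early stress genes were not particular to DC-Xs. Hspa1b was at 382.4 to 3632 FPKM over the DC-gate libraries and 24.58 to 544.9 over the CD115-high libraries. The list mean on the log2 scale was 7.94 to 10.6 and 5.77 to 8.63 in these libraries. A property of the gate or a batch that follows it cannot be told apart here. B cell markers were lower in 5 of 5 (2.51e-05, and adjusted p = 0.121 with an estimated correlation), and GM-CSF receptor and STAT5 pathway genes were higher in 0 of 15 (0.00612, and 0.239). In all, 453 genes differed, 103 higher and 350 lower, with 70 of 92 ribosomal protein genes among the lower, and 35 of these genes lower after the length correction. Without DC-Xs replicate 1, P-III replicate 1 and P-III replicate 2 the counts were 154, 91 and 57, the fit to these 4 libraries alone gave 107 and the length correction 266. The calls of Zbtb46 and Hspa1b were lost without DC-Xs replicate 1, P-III replicate 1 or P-III replicate 2 (adjusted p = 0.0555, 0.0605 and 0.0648, and 0.13, 0.128 and 0.0648), those of Mmp12 without P-III replicate 1 or 2 (0.0623 and 0.0585), that of Cd200r1 without DC-Xs replicate 2 or P-III replicate 1 or 2 (0.0566, 0.127 and 0.0992), and that of Cd209a without any of the 4 libraries (0.0591 to 0.124). The fit to these 4 libraries alone ended the calls of Hspa1b, Cd200r1 and Cd209a.

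**Figure D4:**
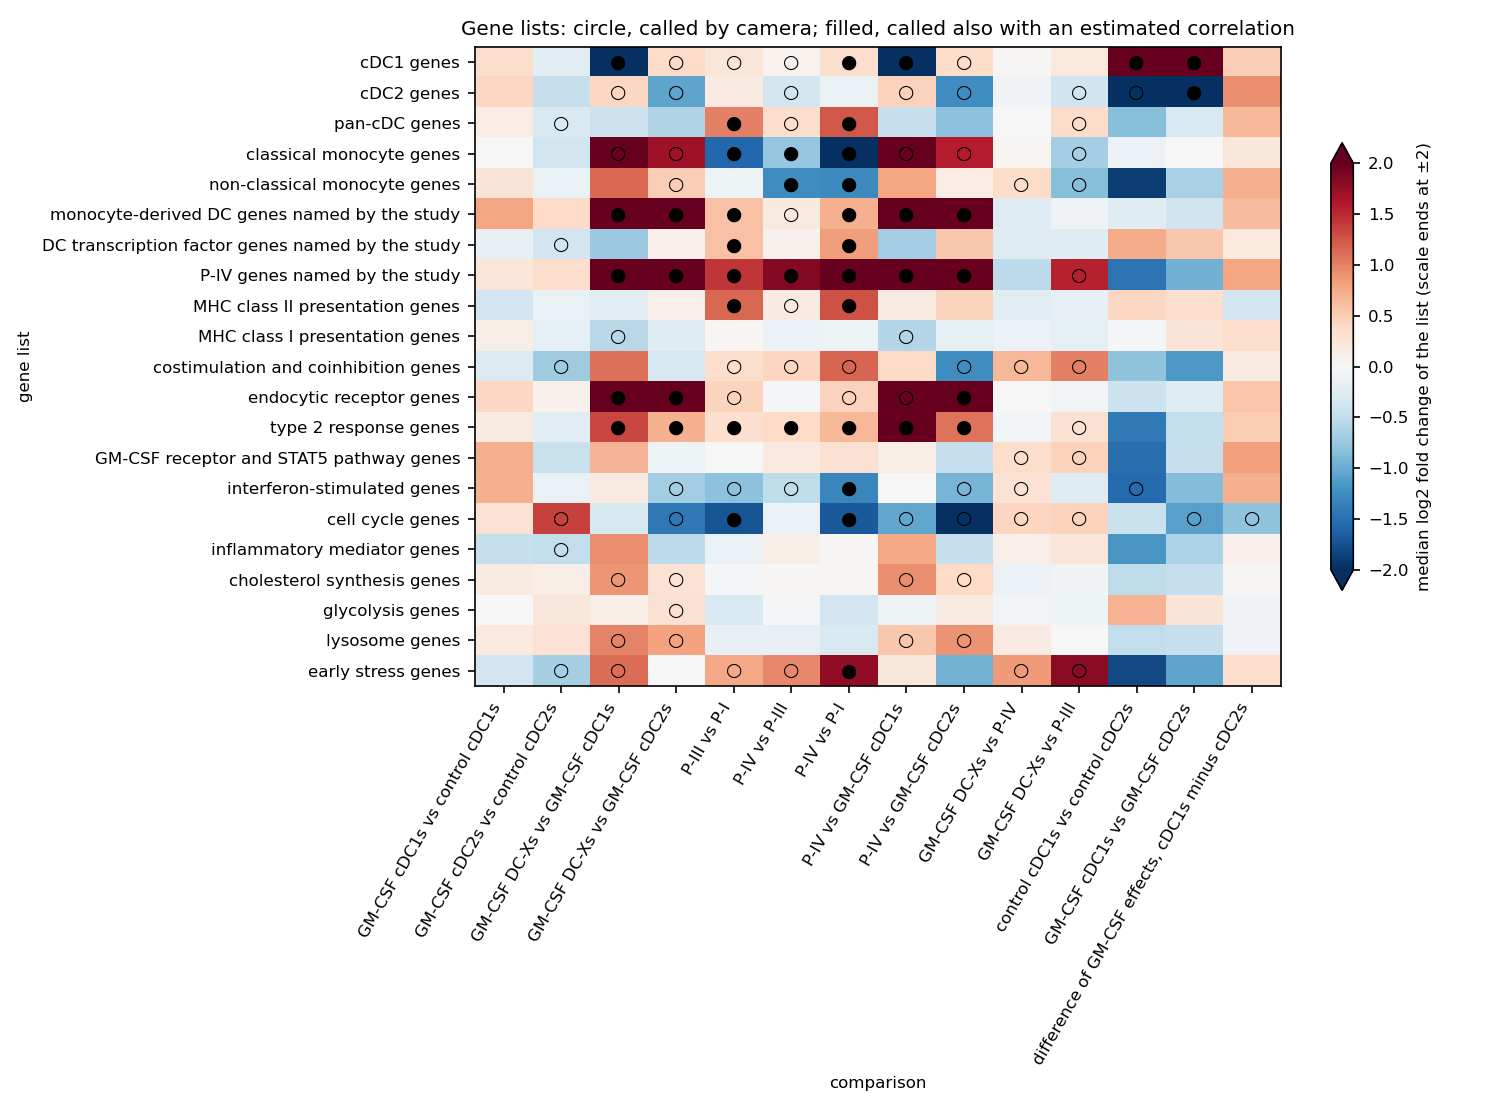
Median log2 fold change of 21 gene lists (lines) in the 14 comparisons (columns); the colour scale ends at 2 either way, an open circle is a list called by camera and a filled circle a list called also with an estimated correlation. Cell cycle genes were at a median of 1.37 in GM-CSF cDC2s against control.

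Over all comparisons and the 30 lists tested, 129 of 420 list tests passed, and 46 passed with an estimated correlation. With fry 147 passed, and with the gate genes left out of the lists 123. Of the 10 lists of other cells 9 were tested. Markers of pDCs did not pass in any comparison, with Siglech at 1.48 in DC-Xs against P-IV (list adjusted p = 0.177). Erythroid markers did not pass either, with 0 of 3 called in GM-CSF cDC2s against control (adjusted p = 0.839).

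The trend of fold changes with transcript length was measured in each comparison, since FPKM divides by length. The Spearman rho across genes was 0.4815 for the difference of the GM-CSF effects, 0.459 for GM-CSF against control cDC1s and -0.416 for control cDC1s against control cDC2s, and 0.229 and 0.227 for DC-Xs against P-IV and P-III. It was -0.09 for GM-CSF against control cDC2s and 0.0374 for P-IV against P-III. Ribosomal protein genes, mostly short, were lower in GM-CSF than in control cDC1s in 25 of 92 and higher in control cDC1s than in control cDC2s in 66, and after the length correction in 3 and 4.

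**Figure D5:**
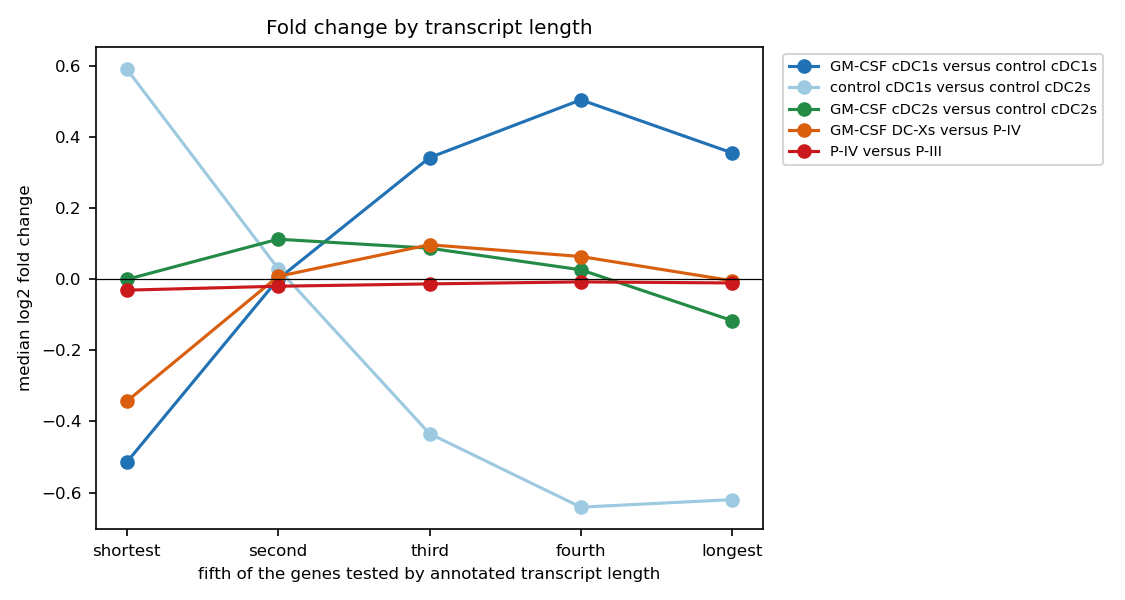
Median log2 fold change in 5 equal classes of the genes tested by annotated transcript length, from shortest to longest, for 5 comparisons; each point is the median of a class. GM-CSF against control cDC1s runs from -0.52 in the shortest to 0.50 in the fourth class, and P-IV against P-III stays near 0.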

Values the study reported

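The study reported 31 genes that were upregulated in P-IV relative to all the other splenic subsets, with a rule of at least 2 times higher expression.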

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

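Of the tests below, those of transcript length and of a single control cDC1 library, of cDCs and of a shift of the DC-gate libraries, and of other cycling cells were chosen only after the result was seen; the tests of length within classes of expression and of single cDC2 libraries were set down before.

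The difference between the GM-CSF effects in cDC1s and cDC2s passed for 775 genes by the limma interaction term (n = 2 per group), and the values given here are the effect in cDC1s minus that in cDC2s on the log2 scale. Mmp9 differed by 4.93, with an effect of 0 in cDC1s and -4.93 in cDC2s. It was listed at 0 in the 4 cDC1 libraries, so it could not fall there, and its difference only restates the effect in cDC2s. Gbp2b differed by 3.49 (3.61 in cDC1s and 0.13 in cDC2s), and Sdc3, a heparan sulfate proteoglycan, by 2.83 (2.11 and -0.72). Sphk2, a sphingosine kinase, differed by 3.14 (2.00 and -1.14) and Dbn1, an actin-binding protein, by 3.11 (1.49 and -1.62). Tcf7, a transcription factor of lymphocytes, differed by 2.98, with an effect of 0.28 in cDC1s and -2.69 in cDC2s. Plac8 differed by -3.49 (-3.94 and -0.45), Gp2 by -3.42 (0 and 3.43), S100a10, an annexin partner, by -3.11 (-0.91 and 2.21) and Ccl6 by -2.99 (0.13 and 3.12). Olfm1 rose in both subsets and differed by -2.68 (1.53 and 4.22), and Cysltr1, a leukotriene receptor, differed by -2.41 (0.78 and 3.19). Cell cycle genes differed as a list with a median of -0.80, 5 of 21 lower in cDC1s and 8 when adjusted over the list alone (adjusted p = 0.000199, and adjusted p = 0.892 with an estimated correlation). The 12 genes kept their calls when any 1 library was left out, and all but Mmp9 lost them in the fit to the 8 cDC libraries alone. The difference followed transcript length across genes (rho = 0.4815), and after the length correction it passed for 312 genes, 248 of them among the 775.

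The fold changes of GM-CSF against control cDC1s followed transcript length. A single control library was not the source, since rho was still 0.399 without replicate 1 and 0.450 without replicate 2. After the length correction 758 of the 1678 genes stayed called in the same direction. That correction used 1 curve per library for genes of every expression level. Since rho rose from 0.225 in the class of lowest to 0.651 in that of highest mean expression, part of the trend may remain. Whether it was the source of every call therefore cannot be told. A length bias of both control cDC1 libraries is a candidate explanation of the trend itself: within 4 classes of mean expression, without ribosomal protein, mitochondrial complex and histone genes, the lowest rho was 0.225 and the others were 0.366, 0.511 and 0.651. A response of cDC1s to GM-CSF, which the design names, stays open as an untested explanation for the 758 genes. A bias with GC content, the share of G and C bases in a transcript, was neither corrected nor tested. From genes of lowest to those of highest GC content, the median log2 deviation ran from -0.049 to -0.536 in control cDC1s replicate 2. It ran from -0.201 to 0.039 in replicate 1, and from -0.051 to 0.149 and -0.203 to -0.067 in the GM-CSF cDC1 libraries.

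Of the genes that differed between DC-Xs and P-IV, 191 were lower in DC-Xs. The share of cells like the sorted cDCs was estimated from cDC genes at least 20-fold higher in those cDCs than in P-IV. After the P-IV level was subtracted, the share had a median of 0.690% for cDC2s (4 genes) and 0.291% for cDC1s (7 genes). These values argue against cells like the sorted cDCs as the source. The DC-X gate already leaves out cells with the gate antigens of the cDCs, and the genes used include Xcr1, which encodes such an antigen. The estimate does not cover cDCs without these antigens, so such cells cannot be set aside. A shift of all DC-gate libraries against the CD115-high libraries cannot be told apart from a difference of the cells. Over the 191 genes GM-CSF cDC1s lay at a median of -0.46 and GM-CSF cDC2s at -0.85 against P-IV. Both lay on the same side as DC-Xs at -1.33, and were lower for 169 and 187 of the 191. For the 158 genes in the shortest of 5 length classes, transcript length cannot be told apart either: 23.4% (37 genes) stayed called after the length correction, because the median fell in size from -1.33 to -0.81 while its SE went from 0.249 to 0.191, and these were 31 of 60 ribosomal protein genes (median -1.62 before and -1.05 after) and 6 of the 98 others (-1.24 and -0.69). The 26 longer genes are less open to that, as 22 stayed called with a median of -1.30 before and -1.32 after, while 7 genes have no annotated length and do not bear on it, and a difference between the populations stays open.

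The cell cycle list was higher in GM-CSF cDC2s with the preset correlation, with 10 of 21 genes called, and the list call was lost with an estimated one (adjusted p = 0.412 with an estimated correlation). The values argue against transcript length, as the adjusted p was 1.69e-09 after the length correction and 10 of 10 called genes stayed called, and against a single library, as at least 7 of the 10 stayed called without any 1 of the 4. Other cycling cells in the cDC2 sort cannot be told apart from cycling cDC2s, because the highest median of the 9 lists of other cells was 1.33, for markers of basophils, mast cells and eosinophils with 3 genes tested (adjusted p = 0.301 by camera, and adjusted p = 0.564 with an estimated correlation). Of these Prss34 was at 10.7 and 1.44 FPKM in the GM-CSF libraries and listed at 0 in both control libraries, and the sort for high CD11c, MHC class II and 33D1 is one that would remove most such cells. A response of the cDC2s themselves to GM-CSF, the contrast of the design, stays open as an untested explanation.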

How the results depend on the processing

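Of the alternatives below, the length correction, the fits to the DC-gate or CD115-high libraries and the lists without gate genes were chosen after seeing the data. Of 1147 named results, 774 kept direction and call under every alternative setting run for them. Over their 11652 alternatives 10665 kept both, 950 lost the call, 36 gained one and 1 reversed, and with 1 library left out 3922 of 4824 kept both, 885 lost and 17 gained a call and 0 reversed. The reversed value was Ly6c1 in control cDC1s against cDC2s, at -1.02 with the length correction. Leaving out a library leaves its group with 1, assumed to vary like the other groups. The cause was not tested for any change given here. Fits to fewer libraries have fewer degrees of freedom, which alone would not raise a count, as happened for P-IV against P-III. Such fits also no longer pool all groups, whose spread was unequal. The SD between replicates on the log2 scale was 0.507 in control cDC1s and 0.135 in P-IV. The library weights of these groups were 0.242 and 6.53.

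The fit to the compared groups alone called 0 genes for GM-CSF in cDC1s and 0 in cDC2s (limma, 2145 and 1482 at an unadjusted p under 0.05), 145 for P-IV against P-III, 3 and 107 for DC-Xs against P-IV and P-III, 1531 and 1046 for cDC1s against cDC2s without and with GM-CSF, and 2 for the difference of effects. Library weights gave 454 and 322 for GM-CSF in cDC1s and cDC2s, 631 for P-III against P-I, 184 for P-IV against P-III, 357 for DC-Xs against P-IV, 4 for the difference and 43 for the genes called higher in P-IV throughout. The length correction gave 961 for GM-CSF in cDC1s, 82 and 266 for DC-Xs against P-IV and P-III, and 312 for the difference. The 10 DC-gate libraries gave 631, 176 and 2 for GM-CSF in cDC1s, in cDC2s and the difference, and the 6 CD115-high libraries 122 for P-IV against P-III. With no fold threshold GM-CSF in cDC1s had 3027. A pseudocount of 0.1 gave 31 for P-IV against P-III and 6 for the genes higher in P-IV throughout. DC-Xs against P-IV had 142 with no filter and 134 with median-of-ratios scaling. The 66 genes of the 2-fold rule became 34 with a P-IV mean of at least 10, 359 with no minimum, 10 with DC-Xs added and 39 when every library had to pass. List calls went from 129 to 46 with an estimated correlation, and the mean r of DC-Xs and P-IV from 0.966 to 0.937 for genes of at least 10 FPKM.

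With 1 library left out, counts ran from 1004 to 2821 and from 276 to 959 for GM-CSF in cDC1s and cDC2s, 286 to 2419 for the difference, 1615 to 1953 and 1405 to 1698 for DC-Xs against cDC1s and cDC2s, 130 to 259 for P-III against P-I, 10 to 16 for P-IV against P-III, 477 to 632 for P-IV against P-I, 1352 to 1764 and 1376 to 1722 for P-IV against cDC1s and cDC2s, 0 to 175 and 57 to 554 for DC-Xs against P-IV and P-III (0 without either P-IV library by limma, 836 and 910 at an unadjusted p under 0.05), and 3070 to 4261 and 1390 to 1750 for cDC1s against cDC2s without and with GM-CSF. The genes higher in P-IV throughout were 5 to 20, and those of the 2-fold rule 56 to 74.

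The replicate numbers are shared by all groups, and the labels do not tie a number to an animal, litter or day. With the number as a block over all libraries no count moved by more than 1.5 times (1743 and 654 for GM-CSF in cDC1s and cDC2s, 76 for P-IV against P-III, 126 list calls), while within the DC-gate libraries the block gave 383 for GM-CSF in cDC2s and 9 for the difference. Deviations of replicates correlated across genes at -0.0143 to 0.671 between DC-gate groups, 0.0946 to 0.176 between CD115-high groups and -0.203 to 0.0696 between the kinds of groups. Depth is unknown for 5 libraries, which limits what can be said of low values in them.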

Other observations

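The genes described here were chosen after their values were seen. The Cd209 genes lie together on chromosome 8 and encode related lectins. In the P-IV libraries Cd209a was at 1587 and 1576 FPKM, Cd209d at 57.4 and 47.6, Cd209b at 67.7 and 50.2, Cd209c at 13.7 and 9.64 and Cd209e at 8.04 and 6.58. The same genes were in DC-Xs at 996 and 1225, 19.4 and 18.2, 49.2 and 37.8, 18.5 and 7.18, and 7.21 and 5.43 FPKM. Cd209e was also at 5.49 and 3.24 FPKM in control cDC1s, where Cd209a was at 4.39 and 5.72. These genes are paralogs, and reads shared between copies were not resolved.

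Of the genes tested by limma 105 rose with GM-CSF in both cDC1s and cDC2s, where independent lists would share 37.8. Of these 20 kept both calls when any 1 of the 8 cDC libraries was left out, among them Olfm1, Sema4a, Clec10a, Tcea3 and the mitotic genes Plk1, Kif20a, Nek2 and Racgap1. A further 37 fell in both, where 10.3 would be shared, and 4 of these kept both calls in the same way, Ankrd33b, Ggct, Serpinb6b and the phosphatase gene Dusp6. Opposite changes were 4 genes higher in cDC1s and lower in cDC2s (24.3 for independent lists) and 0 the other way (16.1). The effects in the subsets correlated across genes at r = 0.286 and rho = 0.247, and genes are not independent replicates. Whether both subsets were sorted from the same mice is not given in the sources used here, and variation shared in that way would add to the overlaps and to the correlation, so the excess over independent lists is not read as a shared effect.

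A few genes switched between levels from library to library. Kctd12 was at 15.96 FPKM in control cDC1s replicate 1, 1.57 in GM-CSF cDC1s replicate 2, 23.8 and 23.6 in P-III, and listed at 0 in the other 12 libraries. Sap18b was at 0.218 FPKM in control cDC2s replicate 1 and at 85.9 in replicate 2, and at 0.4 and 0.218 in DC-Xs. Zbed5 was at 0.0554 and 14.95 FPKM in the P-I libraries, 11.5 and 0.0713 in P-III and 11.2 and 12.6 in P-IV.

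Numbers in the sample labels ran from 8 to 12 for replicate 1 and from 41 to 100 for replicate 2 of the DC-gate groups, and from 115 to 123 for the CD115-high libraries, so any batch that follows them is confounded with the gate. Within the DC gate such a batch would follow the replicate number, which the main fit does not block.

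Under the 2-fold rule 66 genes with a mean of at least 1 FPKM in P-IV, and 34 with a mean of at least 10, were higher in P-IV than in each of P-I, P-III and the cDCs of treated mice. The former, with a minimum that was not taken from the study, is higher than the number quoted from the study above, and the latter, with the minimum the study names for genes it plots, is close to it.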
